A study of Homo sapiens with 8 samples. Its data were reported in "TGFβ1-Induced EMT in the MCF10A Mammary Epithelial Cell Line Model Is Executed Independently of SNAIL1 and ZEB1 but Relies on JUNB-Coordinated Transcriptional Regulation" (2023).

How the data were processed

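ATAC-seq was carried out on 8 libraries of the MCF10A cell line, 2 replicates each for solvent and for 6, 24 and 72 h of 5 ng/ml TGFβ1. Per the methods of the study, the authors trimmed the paired reads with Trimmomatic, mapped them to GRCh38 with Bowtie2, removed PCR duplicates with Picard, discarded mitochondrial reads and reads below a mapping-quality limit, and called peaks with Genrich in its ATAC-seq mode on both replicates of a condition together. Peaks in ENCODE blacklisted regions were removed. The labels place the solvent samples at time 0, whereas a figure legend of the study gives 72 h of solvent for the control. Versions of the authors' tools are not known here. The authors tested differential accessibility with csaw and edgeR on reads per replicate, after a non-linear loess normalization. These reads were not used here.

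The deposited data are 4 peak lists, 1 per condition, in narrowPeak layout. The condition of each list was taken from the name the authors gave it. The deposited signal value of a peak is its AUC, the area under the significance curve above the peak caller's threshold. The smallest AUC in any list was 200, which is the authors' threshold. The AUC rises with read depth and peak width and was not scaled between lists, and it belongs to the authors, as do the deposited −log10 p and −log10 q values at the summits. The smallest −log10 q was 2.81. The study states the same target depth for every sample, but the lists hold no reads, read totals or values per replicate. The depth reached is therefore unknown, and the Wilson intervals given for shares cover counting error only, not the variation between replicates.

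Coordinates were used as deposited, on GRCh38. All peaks fell on 23 chromosomes (the 22 autosomes and X) and within their lengths in the hg38 sequence. Genes came from GENCODE 44, with 251784 transcripts of 62062 genes, of which 19970 are protein-coding. For 296 symbols that several genes share, genes were kept apart by identifier. A peak was proximal when any part of it lay within 3 kb of a TSS or touched a 5' UTR or a first exon, and distal otherwise. The authors' annotation package and gene set may have differed, since a larger gene set has more TSSs. Peaks were assigned to the gene with the nearest TSS.

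Lists were overlaid with bedtools 2.31.1, an overlap of 1 bp counting as shared. AUC ratios were taken over merged regions with a peak in both lists, with the AUC summed per region and list, and intervals for their medians came from 200 bootstrap draws over regions, which are not replicates. Motifs were searched on both strands in the 201 bp around each summit. Their background was 558201 random genomic windows outside all peaks, weighted to the GC content of the peaks in steps of 2%, and as a control 10 shuffled versions of the AP-1 and of the E-box motif were searched. Gained distal peaks per gene were compared with 1000 random draws from the same list. The mesenchymal list (FN1, CDH2, TNC, FBN1, SPARC, KANK4, MYO7B and PRR5L) was compared with 10000 random gene lists whose genes had numbers of solvent peaks within 20%. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

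The rules for genes and regions named in the text were set before the data were examined, as were the alternatives listed below except where stated otherwise. Named were 16 of 18 fixed genes that the study discusses, the 5 regions of largest AUC gained in all TGFβ1 lists and the 5 lost in all of them, and the 5 genes with the most distal peaks gained and lost at 72 h. The remaining 2 fixed genes, which were also among the 10 of the planned mesenchymal list, and 2 of the gained regions are not reported here, and the list was reduced to 8 genes after the data had been seen. Genes tied for the last place were taken in alphabetical order. The procedures were tested on simulated data made from the real solvent peaks. All 2000 simulated gains were called among 84209 peaks. The simulated peaks were set far apart and moved by a few bp, so this checks the overlap step alone. It does not cover noise near the threshold or split peaks. A simulated distal excess of 0.2 in log2 AUC was recovered as 0.20 over 86209 regions. Matching on AUC changed a motif difference of -11.2 points that came from AUC alone to 0.384 points. A gap of 0.14 in log2 AUC ratio that came from weak regions rising more became 0.0069 after matching on AUC. Random picks of 10000 distal peaks gave 1.00 times the peaks per gene of random draws.

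Alternatives covered a minimum AUC of 400, lists of equal length (the 86209 peaks of largest AUC in each), an overlap of at least 50% of both peaks, a minimum AUC of 400 for changed peaks only, other definitions of proximal (protein-coding TSSs, 1 kb, the summit alone), the AUC per base, motif variants and the whole peak as search window, and the nearest protein-coding gene. The E-box search with an overlap of at least 50% and with the minimum AUC for changed peaks only, the matching of AUC ratios on the mean log2 AUC of both lists, and the matching and simulation for the closing observations, were added after the data had been seen. For matching, peaks were binned by AUC in steps of 0.25 on the log2 scale, by GC content in steps of 2% and, where stated, by width in steps of 0.5 on the log2 scale, with 200 bootstrap draws. For the simulation of unchanged conditions, each merged region was given its mean log2 AUC over those TGFβ1 lists that held a peak there. Each list received normal noise with an SD of 0.23, taken from regions with a peak in both the 24 h and 72 h lists.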

Results

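Chromatin accessibility was profiled by ATAC-seq, in which a transposase cuts and tags DNA that is not wrapped in nucleosomes, in MCF10A cells, an established line of immortalised, non-tumorigenic human mammary epithelial cells. The cells had received solvent or 5 ng/ml of the cytokine TGFβ1, which drives these cells through an epithelial-mesenchymal transition (EMT), for 6, 24 or 72 h. There were 4 conditions with 2 replicates each, 8 libraries in all. The deposited data hold 1 peak list per condition, called by the authors on both replicates together, so no difference between conditions reported here has a replicate check, and no p-value is given for any. The study states the same target depth for every sample, but the lists hold no read totals, so the depth reached is unknown. Confidence intervals are 95% Wilson intervals and cover counting error only.

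To learn whether TGFβ1 raised the number of accessible sites, the lists were compared in size. The solvent list held 86209 peaks. The 6 h list held 107656 peaks, 1.25 times as many, the 24 h list 118433 peaks, 1.37 times as many, and the 72 h list 116720 peaks, 1.35 times as many. The excess over solvent was 21447, 32224 and 30511 peaks. Peaks covered 44.8 Mb of the genome in solvent, 58.4 Mb at 6 h, 60.4 Mb at 24 h and 58.9 Mb at 72 h, while the median peak width stayed between 364 and 385 bp. The median area under the curve (AUC), the score that the authors' peak caller gave each peak, was 725 in solvent, 829 at 6 h, 808 at 24 h and 791 at 72 h. With only peaks of an AUC of at least 400, the order of the lists was kept, with 63452 peaks in solvent and 82684, 90757 and 88940 peaks at 6, 24 and 72 h.

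Peaks were then split into proximal and distal sites, a proximal peak being one that lies within 3 kb of an annotated transcription start site (TSS) or touches a 5' UTR or a first exon. In solvent, 40.9% of peaks were proximal (95% CI 40.5 to 41.2). This share was 37.2% at 6 h (36.9 to 37.5), 35.7% at 24 h (35.5 to 36.0) and 35.2% at 72 h (34.9 to 35.5). Distal peaks thus made up 59.1% of the solvent list and 62.8%, 64.3% and 64.8% of the TGFβ1 lists. The number of distal peaks was 1.33, 1.49 and 1.48 times that of solvent at 6, 24 and 72 h, and the number of proximal peaks 1.14, 1.20 and 1.17 times. When each list was shortened to its 86209 peaks of largest AUC, the length of the solvent list, the proximal share at 72 h was 38.1%, so that the drop against solvent was smaller but outside the counting error. Summits lay within an annotated transcript for 68.1% of solvent peaks and 66.9% of 72 h peaks.

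**Figure D1:**
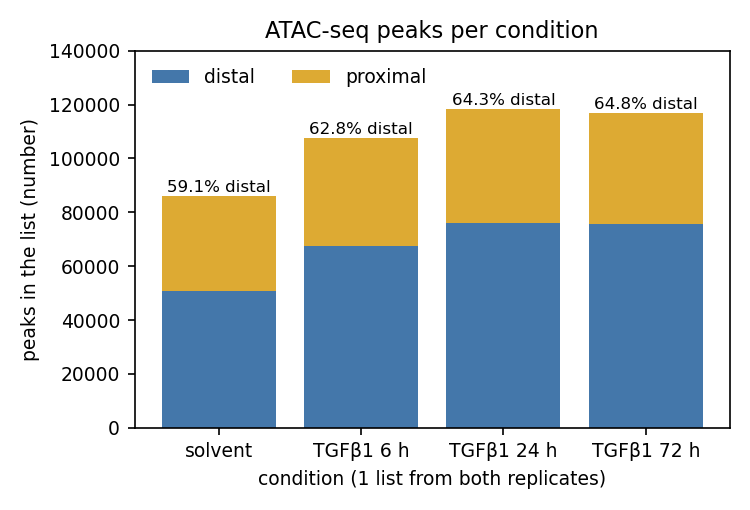
Number of ATAC-seq peaks (vertical axis) in the list of each condition (horizontal axis), stacked as distal and proximal peaks, with the distal share written above each bar. The bars rise from 86209 peaks in solvent to 118433 at 24 h, and the distal share rises from 59.1% to 64.8% at 72 h.

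To follow opening and closing of chromatin, each TGFβ1 list was overlaid with the solvent list, and a peak that shared no base with any peak of the other list was called gained (TGFβ1 list) or lost (solvent list). At 6 h, 24996 peaks were gained and 596 were lost. At 24 h the numbers were 35647 and 1596, and at 72 h they were 34749 and 3013. Gained peaks made up 23.2% of the 6 h list, 30.1% of the 24 h list and 29.8% of the 72 h list. Lost peaks made up 0.691% of the solvent list at 6 h (0.638 to 0.749), 1.85% at 24 h (1.76 to 1.94) and 3.49% at 72 h (3.37 to 3.62). Gained peaks outnumbered lost peaks 41.9-fold at 6 h, 22.3-fold at 24 h and 11.5-fold at 72 h. When a changed peak also had to reach an AUC of 400, 6150 peaks were gained and 11 lost at 6 h, the lowest counts of any setting tried. With lists of equal length, 8011 peaks were gained and 4991 lost at 6 h, 11282 gained and 9224 lost at 24 h, and 13287 gained and 11763 lost at 72 h. Equal totals nearly fix the balance of gained and lost peaks, so these numbers cannot test the excess of gains. Both gained and lost peaks were weak. The median AUC of gained peaks was 303 at 6 h, 346 at 24 h and 359 at 72 h, that of lost peaks 232, 259 and 273, and that of peaks shared with solvent 1156, 1212 and 1169. The authors' threshold was an AUC of 200.

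**Figure D2:**
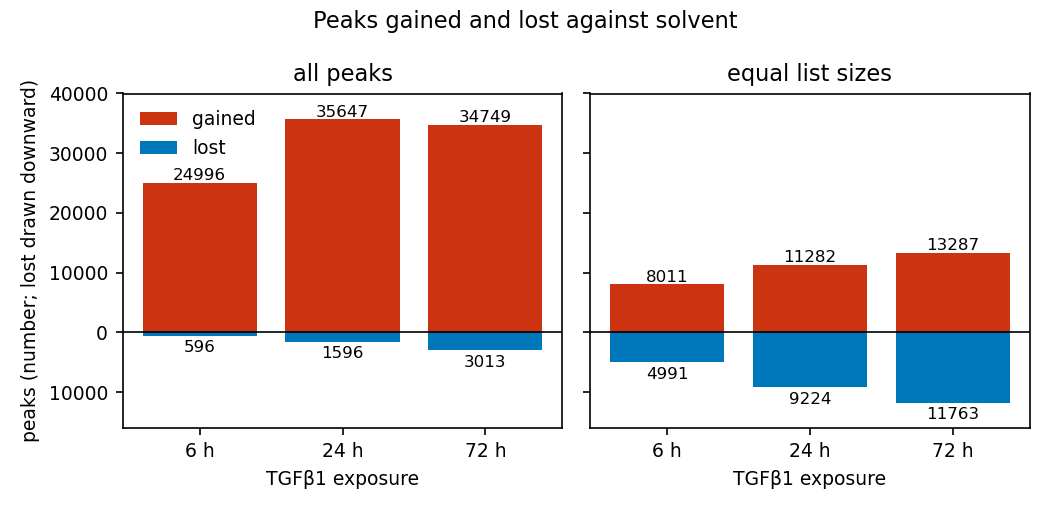
Number of peaks gained (upward) and lost (downward, as positive counts) against solvent after 6, 24 and 72 h of TGFβ1, for the full lists (left) and for lists of equal length (right). In the full lists lost peaks rise from 596 to 3013 while gained peaks stay at 24996 or more, and in lists of equal length both rise from 6 to 72 h.

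The comparison of opening between proximal and distal sites started from where changed peaks lay. Of the gained peaks, 26.4% were proximal at 6 h (25.9 to 27.0), 23.8% at 24 h (23.3 to 24.2) and 21.4% at 72 h (21.0 to 21.8). Of the lost peaks, 33.1% were proximal at 6 h (29.4 to 36.9), 34.7% at 24 h (32.4 to 37.1) and 37.9% at 72 h (36.2 to 39.6). Shared peaks were proximal in 40.5%, 40.9% and 41.1% of cases. Among the changed proximal peaks, gained ones made up 97.1% at 6 h (96.7 to 97.5), 93.9% at 24 h (93.3 to 94.3) and 86.7% at 72 h (85.9 to 87.4). Among the changed distal peaks they made up 97.9% (97.7 to 98.1), 96.3% (96.1 to 96.5) and 93.6% (93.3 to 93.9). Opening was therefore more frequent at distal than at proximal changed sites by 0.771, 2.44 and 6.91 percentage points. In lists of equal length the split itself changed. There, gained peaks were 53.8%, 41.2% and 37.0% of the changed proximal peaks at 6, 24 and 72 h, but 64.6%, 60.2% and 59.1% of the changed distal peaks. The distal share remained the higher of both in either setting. The predominance of gained over lost proximal peaks at 24 and 72 h did not hold in lists of equal length, where the total balance is nearly fixed.

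At sites present in both lists of a comparison, the AUC in the TGFβ1 list was divided by the AUC in solvent. Because the AUC rises with sequencing depth and was not scaled between lists, the gap between distal and proximal regions within a comparison is given, but this gap is not free of depth either if weak regions, which are mostly distal, respond more. At 6 h, 82460 merged regions were compared. The median log2 ratio was 0.56 at distal and 0.44 at proximal regions, a gap of 0.12 (95% bootstrap interval 0.11 to 0.12). At 24 h it was 0.60 and 0.38, a gap of 0.22 (0.22 to 0.23), and at 72 h 0.51 and 0.24, a gap of 0.27 (0.26 to 0.27). With the AUC divided by peak length, the gaps were 0.047, 0.11 and 0.12. With proximal regions weighted to the AUC of distal ones, a setting chosen after seeing the data, they were 0.048, 0.12 and 0.18. The AUC was higher than in solvent at 97.6% of the proximal regions at 6 h, 93.7% at 24 h and 85.8% at 72 h, and at 96.8%, 93.0% and 88.5% of the distal regions.

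To see whether changes lasted, peaks gained early were looked up in the later lists. Of the 24996 peaks gained at 6 h, 86.6% overlapped a peak at 24 h (86.2 to 87.0) and 77.3% a peak at 72 h (76.8 to 77.8). Of the 35647 peaks gained at 24 h, 78.9% overlapped a peak at 72 h (78.5 to 79.4). Distal peaks that were not gained recurred more often, in 98.5%, 96.9% and 97.9% of cases. Since all gains share the solvent list, unchanged conditions also give recurrent gains. Simulated lists with no change over time and the measured noise returned 76.0% of peaks gained at 6 h in the 24 h list, and 86.9% when the solvent list was in addition shifted down by its median log2 difference of 0.46. These simulated values are no exact yardstick. Lists without a peak were left out of a region's mean level, so every level lay at or above the threshold, which favours recurrence. The noise came from regions with a peak at both 24 h and 72 h. With the shift, 14352 gains were simulated at 6 h, against 24996 observed. Whether the observed recurrence differs from that of unchanged conditions thus stays open. With lists of equal length, the recurrence from 6 to 24 h was 74.9%. Across all lists the peaks merged into 126658 regions, of which 62.6% had a peak in every list, 14.3% in the 3 TGFβ1 lists and not in solvent, 7.55% at 24 and 72 h alone, 4.61% at 72 h alone, 2.03% at 6 h alone, and 380 regions had a peak in solvent alone.

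Transcription factor motifs were sought within 100 bp of the summits of distal peaks. The AP-1 motif TGASTCA was present in 37.2% of the distal peaks gained at 6 h (36.5 to 37.9), 38.2% of those gained at 24 h (37.6 to 38.7) and 40.7% of those gained at 72 h (40.1 to 41.3). It was present in 10.3% of distal peaks lost at 6 h (7.67 to 13.6), 9.79% at 24 h (8.13 to 11.7) and 8.39% at 72 h (7.22 to 9.73). Shared distal peaks had it in 37.9% of cases at 6 h and 38.5% at 72 h, and random genomic windows of the same GC content as the gained peaks in 2.95%, 2.98% and 2.98%. Gained peaks hence carried the motif 12.6, 12.8 and 13.6 times as often as random windows, and motifs made by shuffling its bases were found in at most 7.15% of gained and 11.7% of lost peaks. Lost peaks had the AP-1 motif 3.58, 3.41 and 2.95 times as often as their random windows. The gap between gained and lost distal peaks of 26.9, 28.4 and 32.3 percentage points depended on how shared peaks were defined. With an overlap of at least 50% of both peaks required, it was 0.477, 1.67 and 6.75 points in a setting that also counts peaks of changed width or position as gained and lost.

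The E-box CACCTG, recognised by SNAIL and ZEB proteins, showed the opposite distribution. It was present in 15.7%, 14.9% and 14.0% of distal peaks gained at 6, 24 and 72 h, in 19.4%, 19.2% and 18.9% of shared distal peaks, and in 29.8% (25.5 to 34.5), 27.6% (25.0 to 30.4) and 28.6% (26.6 to 30.7) of lost distal peaks. Random windows with the GC content of the gained peaks contained it in 19.4%, 19.8% and 18.8% of cases. Gained peaks thus had it less often than random genomic windows, and so had shared peaks against their own random windows (22.9%, 23.0% and 23.0%). The windows were not filtered for repeats or mappability, whereas reads under the peaks had passed a mapping-quality limit. This deficit may therefore come from the windows and does not show that accessible sites are poor in the E-box. Lost peaks had it more often than their own random windows (23.3%, 21.4% and 23.5%). The most frequent of its shuffled versions was present in 13.2%, 14.9% and 19.8% of gained, shared and lost distal peaks at 6 h, in 13.2%, 15.0% and 15.0% at 24 h, and in 12.6%, 15.0% and 16.6% at 72 h, so part of the lower share in gained peaks was not specific to the E-box. With an overlap of at least 50% of both peaks, a setting chosen after seeing the data, the gap between gained and lost peaks was -0.329, -1.63 and -4.57 points instead of -14.1, -12.7 and -14.6 points. The palindromic SMAD motif GTCTRGAC was rare, with 1.25% of distal gained peaks at 6 h (1.10 to 1.42), 0.876% of shared ones (0.797 to 0.962) and 0.501% of lost ones (0.138 to 1.81). The C/EBP motif TTRYGCAA was found in 10.8%, 11.8% and 9.73% of lost distal peaks against 2.89%, 2.32% and 2.28% of gained ones, and the KLF motif GGGYGKGGC in 4.51% and 6.14% against 2.24% and 1.84% at 6 and 24 h, and at 72 h in 131 of 1871 lost against 419 of 27319 gained distal peaks. The ETS motif MGGAAR differed little, with 46.8% of gained, 44.2% of lost and 48.1% of shared distal peaks at 72 h.

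**Figure D3:**
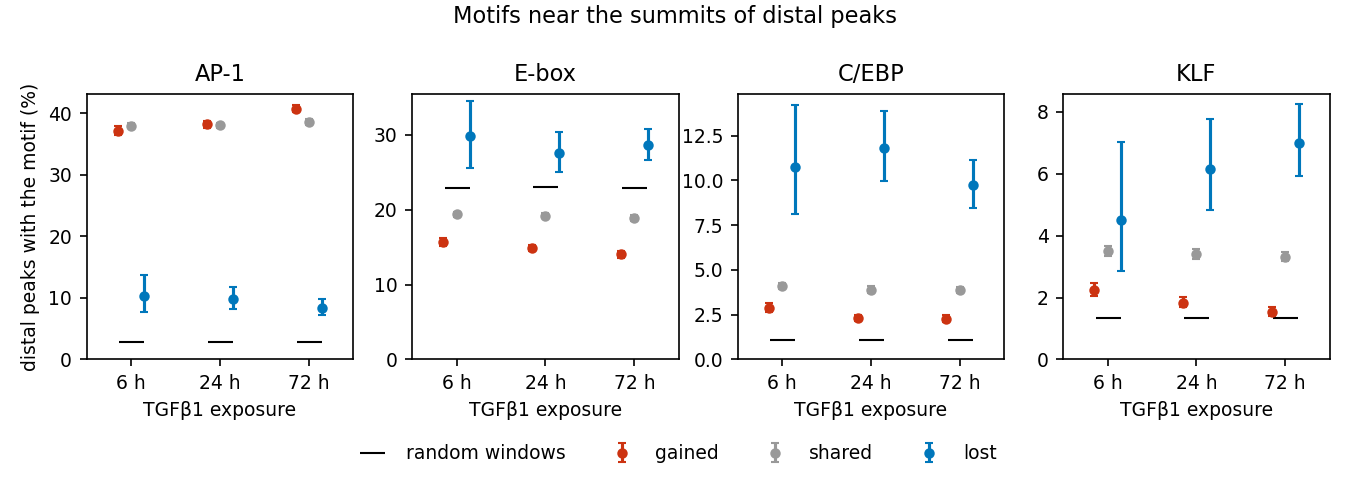
Share of distal peaks with each motif within 100 bp of the summit (vertical axes, %) after 6, 24 and 72 h of TGFβ1, for gained, shared and lost peaks with 95% Wilson intervals, and for random genomic windows of the GC content of the shared peaks (black lines). AP-1 is at 37.2% or more in gained peaks and at 10.3% or less in lost peaks, and the E-box, C/EBP and KLF motifs are the most frequent in lost peaks.

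It was next asked whether opening distal sites gather at the same genes. Distal peaks gained at 72 h, assigned to the nearest TSS of any gene, numbered 1.87 per gene with at least 1, against a mean of 1.82 in 1000 random draws of as many distal peaks from the same list (range 1.80 to 1.84). At 24 h the values were 1.83 and 1.81 (1.79 to 1.83), and at 6 h 1.57 and 1.58 (1.56 to 1.60), both within the range of the draws. Gained distal sites were therefore only 1.03-fold more clustered than random at 72 h. With protein-coding genes alone the ratio was 1.02, 1.04 and 1.06 at 6, 24 and 72 h, and in lists of equal length 1.03, 1.04 and 1.05, all above the spread of the random draws. At 72 h, 41.7% of the 14642 genes with a gained distal peak had 2 or more. The genes with the most distal peaks gained at 72 h were TRPS1 (18 peaks, chromosome 8, 115408496 to 115809673), the long non-coding RNA gene CASC15 (17), RUNX1 (16), SPOCK1 (16) and ARHGAP26 (15, as many as 3 other genes). Distal peaks at TRPS1 numbered 22 in solvent and 42, 39 and 38 at 6, 24 and 72 h. The genes with the most distal peaks lost at 72 h were TGFBR3 (5), BCAR3, PVT1, XPNPEP1 and an unnamed long non-coding RNA gene on chromosome 6 (4 each). XPNPEP1 (chromosome 10, 109864766 to 109923553) had 4 distal peaks in solvent, 3 at 6 h, 1 at 24 h and 0 at 72 h. Distal peaks at TGFBR3 fell from 16 in solvent to 13 at 72 h. Those at BCAR3 rose from 36 to 41 and those at PVT1 from 21 to 23, while the unnamed gene had 16 in both lists.

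Genes chosen beforehand were looked up next. The FN1 gene (chromosome 2, 215360440 to 215436073) had 2 nearest peaks in solvent, at 6 h and at 24 h, and 9 at 72 h, 7 of them gained. Counted by the nearest protein-coding gene, FN1 had 17, 25, 29 and 40 peaks. CDH2 (chromosome 18) had 6, 10, 14 and 13 nearest peaks, and MYO7B (chromosome 2) 3, 6, 9 and 8. SPARC had 7 nearest peaks in each list with none gained, and 15, 16, 16 and 15 by the nearest protein-coding gene, with 1 gained at each time and 1 lost at 72 h. The median net change in peak number over 8 mesenchymal genes was 2 at 6 h, 3 at 24 h and 5 at 72 h. These values lay at the 94.9th, 97.5th and 100.0th percentile of 10000 random gene lists with similar numbers of solvent peaks, ties being split evenly. A change at least as large was found in 8.39%, 3.82% and 0.04% of the random lists. With the nearest protein-coding gene the percentiles were 71.2, 89.6 and 81.3. Several of these genes were picked by the study from the same samples, so the list is not independent evidence.

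Among epithelial genes, EPCAM (chromosome 2) had 2, 2, 2 and 3 nearest peaks in solvent and at 6, 24 and 72 h, with none gained or lost, and 14, 16, 16 and 17 by the nearest protein-coding gene, with 1 gained at each time. RBM47 (chromosome 4) had 13, 17, 15 and 13, with 4 gained and 3 lost at 72 h, and CDH1 (chromosome 16) had 9, 11, 12 and 10, with 2 gained and 1 lost at 72 h. Among the genes of EMT transcription factors, SNAI1 had 3, 3, 4 and 3 nearest peaks and ZEB1 6, 6, 8 and 7. By the nearest protein-coding gene they had 9, 12, 14 and 11, and 9, 9, 11 and 11. The number of SNAI2 peaks went in opposite directions under both rules. It had 3, 2, 1 and 1 nearest peaks, with none gained or lost. The 3 solvent peaks all lay in the same merged region at its TSS. The AUC of this region was 4104 in solvent and 5753, 6127 and 5984 at 6, 24 and 72 h. The fall in number thus reflects how peaks were split and assigned to TSSs, not a loss of accessible sites. By the nearest protein-coding gene SNAI2 had 12, 18, 17 and 19, with 9 gained and 1 lost at 72 h. JUN had 6, 8, 9 and 9 nearest peaks, and 25, 37, 37 and 37 by the nearest protein-coding gene. JUNB had 1 nearest peak in every list, with an AUC of 8445, 11211, 10582 and 8674.

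The 5 regions with a peak in all TGFβ1 lists, none in solvent and the largest AUC at 72 h were found next. The 3 given here were an intergenic but proximal region on chromosome 5 (136073108 to 136078629), 1968 bp from the TSS of VTRNA2-1 and 11918 bp from that of the closest protein-coding gene, TGFBI, with an AUC of 9564 at 72 h, an intergenic, distal region on chromosome 2 (129007863 to 129009014) with 4855, and a proximal region in an intron of SHISAL2A on chromosome 1 (52636519 to 52637740) with 4748. The strongest peak in each of these 3 regions had no AP-1 motif near its summit. The 5 regions with a solvent peak alone and the largest AUC were weaker. They lay on chromosome 9 near MAMDC2 (70013566 to 70014173, AUC 782), on chromosome 16 in an intron of ZNRF1 (75044862 to 75045453, AUC 678), on chromosome 18 in an intron of MAPK4 (50651286 to 50651652, AUC 442), on chromosome 11 at 3181 bp from a TSS of USP2-AS1 (119352945 to 119353286, AUC 433) and on chromosome 7 in an intron of SND1 (127833506 to 127833926, AUC 431). The MAPK4 region was proximal, at 74 bp from the TSS of an unnamed gene, and the other 4 were distal.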

Values the study reported

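The study reported that TGFβ1 raised the total of ATAC-seq peaks by approximately 28,000, that about 80% of peaks were distal, and that this proportion did not move during the time course. By read counts it found 537 differentially accessible regions at 6 h and 25,976 at 72 h. At 72 h, 43% of the changed proximal regions and 72% of the changed distal regions were opening. The AP-1 motif was found in 20–25% of the differentially accessible regions.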

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

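No paired analysis was possible because the replicates share numbers in the labels but each list pools both replicates. For the same reason the planned fits that leave out each replicate, and the replicate block, were not run. A value counts as moved when it left the 95% interval of the main value, a count when it changed by more than 1.5 times, a ratio to random draws when it moved by more than the spread of the draws, and a percentile when it moved by more than 5 points. The cause of these changes was not tested. All alternatives were planned, except the search for the E-box with an overlap of at least 50% of both peaks and with an AUC of at least 400 for changed peaks only, and the matching of AUC ratios on AUC, which were chosen after seeing the data.

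Gained peaks outnumbered lost peaks at 6, 24 and 72 h in every setting tried. Lists of equal length cannot test this excess, because equal totals nearly fix the balance. The difference there depends only on how many peaks of each list overlap the other list. In lists of equal length, gained peaks fell to 8011, 11282 and 13287 and lost peaks rose to 4991, 9224 and 11763. With an AUC of at least 400 in every list, lost peaks fell to 285, 946 and 1906, while gained peaks stayed within 1.5 times. With this minimum for changed peaks only, gained peaks fell to 6150, 13816 and 14715 and lost peaks to 11, 208 and 552. With an overlap of at least 50% of both peaks, lost peaks rose to 9084, 9962 and 10905. The numbers of peaks in the lists stayed within 1.5 times.

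The proximal share stayed below that of solvent in every setting. The difference was -1.60, -2.30 and -2.79 points in lists of equal length, and -4.51, -6.23 and -6.55 points with an AUC of at least 400, against -3.67, -5.15 and -5.65 points in the main setting. The 3 other definitions of proximal left it within the counting error.

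The larger gained share among distal than among proximal changed peaks (0.771, 2.44 and 6.91 points) stayed positive in the settings tried but changed in size. It was 10.8, 19.0 and 22.1 points in lists of equal length and 12.9, 10.2 and 11.2 points with an overlap of at least 50%. It was 0.250, 1.37 and 4.92 points with an AUC of at least 400, and 0.210, 0.785 and 3.03 points with that minimum for changed peaks only, where at 6 h the 95% intervals of both (±0.360 and ±0.341 points) include 0. With protein-coding TSSs it was 2.99 points at 24 h and 9.51 points at 72 h, and within 1 kb of a TSS 8.82 points at 72 h.

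The distal excess in AUC ratio was positive throughout. In log2 units it was 0.13, 0.25 and 0.31 in lists of equal length, 0.089, 0.17 and 0.22 with an AUC of at least 400, and 0.047, 0.11 and 0.12 with the AUC divided by peak length. With proximal regions weighted to the mean log2 AUC of distal ones it was 0.048, 0.12 and 0.18, against main values of 0.12, 0.22 and 0.27.

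Peaks gained at 6 h recurred at 24 h in 74.9% of cases with lists of equal length, 81.7% with an overlap of at least 50% and 87.8% with an AUC of at least 400. At 72 h they recurred in 70.3%, 72.7% and 78.6%. Peaks gained at 24 h recurred at 72 h in 80.7% with lists of equal length and 77.2% with an overlap of at least 50%.

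The AP-1 share was higher in gained than in lost distal peaks, except that an overlap of at least 50% brought the gap to 0.477 points at 6 h, where the interval of ±1.49 points includes 0, and to 1.67 and 6.75 points at 24 and 72 h. With an AUC of at least 400 for changed peaks only it was 35.4 points at 24 h and 38.1 points at 72 h. The gap of 42.6 points at 6 h in this setting rests on 0% in the distal ones of 11 lost peaks (±19.6 points) and carries little weight. In lists of equal length it was 22.8 points at 24 h and 26.5 points at 72 h, and with an AUC of at least 400 it was 30.9 points at 72 h. The gap for the E-box was -0.329 points at 6 h with an overlap of at least 50%, where the interval of ±1.12 points includes 0, and -1.63 and -4.57 points at 24 and 72 h. With an AUC of at least 400 for changed peaks only it was -19.8 points at 6 h (±30.2), -27.3 points at 24 h and -24.0 points at 72 h. It was -19.5 points at 6 h and -18.7 points at 24 h with an AUC of at least 400, -12.5 points at 72 h in lists of equal length and -15.7 points at 24 h with the whole peak searched. The higher E-box share in lost than in shared peaks was not kept throughout. With an overlap of at least 50%, 15.9%, 16.4% and 18.7% of lost distal peaks had it, against 19.7%, 19.7% and 19.3% of shared ones. With the whole peak searched, the shares were 34.3%, 34.5% and 35.1% of lost and 36.8%, 36.5% and 35.9% of shared peaks.

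Gained distal peaks per gene relative to random draws changed sides of 1 in 3 cases. With the nearest protein-coding gene the ratio was 1.02, 1.04 and 1.06 at 6, 24 and 72 h, and in lists of equal length 1.03, 1.04 and 1.05, against 0.999, 1.01 and 1.03 in the main setting. With an AUC of at least 400 it was 0.999 at 24 h and 1.01 at 72 h. The main values at 6 and 24 h, and that at 24 h with an AUC of at least 400, lay within the spread of their random draws. Those at 6 and 24 h with the nearest protein-coding gene and in lists of equal length lay above it. The percentile of the mesenchymal list was 71.2, 89.6 and 81.3 with the nearest protein-coding gene, and 58.9 at 6 h in lists of equal length, against 94.9, 97.5 and 100.0 in the main setting.

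Among the values listed here, 87 moved, 3 changed sides and 46 stayed. Of the other values, which are shares within a class of peaks, 159 moved and 53 did not. The unknown depth limits all counts of gained and lost peaks, since a deeper library yields more peaks.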

Other observations

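The tests in this part were chosen after the unmatched values had been seen, except the look at the far end of the X chromosome and the planned settings. The planned settings used here were lists of equal length and protein-coding TSSs.

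Several values differ from those the study gives. The number of changed peaks at 6 h, gained and lost together, was 25592 here. That is higher than the number of differentially accessible regions quoted from the study above. Gained peaks were 86.7% of the changed proximal peaks at 72 h here. That is higher than the share quoted from the study above. In lists of equal length they were 37.0%. The AP-1 motif was present in 37.1% of all changed peaks at 72 h here. That is higher than the share quoted from the study above. Distal peaks were 59.1% of the solvent list and 64.8% of the 72 h list here. That is lower than the share quoted from the study above. It also rose here, while the study describes no movement. The difference in level depends in part on the annotation, since with protein-coding TSSs alone the proximal share was 31.9% in solvent and 26.4% at 72 h. Presence or absence in a list is another measure than a count test on replicates, and the motif search and region sets also differ. The study also applied a loess-based normalization to its counts. The lists here were not scaled, so a shift between whole lists adds to the gained or lost peaks counted here.

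The solvent list may be less sensitive than the TGFβ1 lists, for technical reasons such as depth or the signal-to-noise ratio of its libraries. At shared proximal regions the AUC at 6 h exceeded that of solvent in 97.6% of cases, where rises and falls in about equal number would have spoken against this. The study states the same target depth for every sample, which speaks against a planned difference in depth, but the reads obtained and usable were not analysed here. Pairs of TGFβ1 lists were less uneven than those with solvent, but not even. Peaks found in the later list alone and in the earlier list alone numbered 14172 and 4493 for 6 and 24 h, 15603 and 8117 for 6 and 72 h, and 6916 and 9209 for 24 and 72 h, with median log2 AUC ratios at proximal regions of -0.04, -0.16 and -0.11. The number of peaks can thus grow between lists without a rise in AUC at proximal regions. Simulated unchanged conditions with the solvent list shifted down by 0.46 gave 14352 gained and 433 lost peaks at 6 h, and with no shift 2268 and 2310, so a shift alone gives a large excess of gains. A genuine rise in accessibility at nearly all sites would look the same in these lists and stays open. Lower sensitivity alike at all sites as the whole cause at 6 h would give gained and shared peaks of equal strength like motif content. This was not seen. Of the gained distal peaks at 6 h, 13.8 points more had the AP-1 motif (95% bootstrap interval 12.2 to 15.1) than shared distal peaks of the same AUC, GC content and width, namely 37.4% against 23.7%. The excess was 11.7 points at 24 h and 12.7 points at 72 h. Without matching, 37.2% of gained and 37.9% of shared distal peaks had the motif at 6 h. Weak shared peaks also passed the threshold in solvent, so they may include sites that fell. Weighted to the AUC and GC content of gained peaks, shared peaks had the C/EBP motif in 6.95% of cases. It was present in 4.09% of all shared and 10.8% of lost distal peaks. The contrast cannot tell an AP-1 excess in gained peaks from a deficit in weak shared ones. Opening at AP-1 sites as part of the gains, beside list sensitivity, stays a hypothesis.

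Gained peaks were more often distal than shared peaks, and weak peaks are mostly distal, so their weakness could explain the pattern. At equal AUC and GC content, distal peaks of the 6 h list were nevertheless gained more often than proximal ones by 1.97 points (1.55 to 2.39), and those of the 72 h list by 6.43 points (5.79 to 6.99). Likewise, longer lists alone might lower the proximal share, but in lists of equal length the proximal share at 72 h still differed from solvent by -2.79 points. Neither explanation accounts for the whole pattern. Lower sensitivity of the solvent list to distal sites in particular was not tested.

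Lost peaks were few and weak, but differed in motif content from solvent peaks of like strength. At the same AUC and GC content, distal solvent peaks lost at 72 h had the AP-1 motif less often than those kept, by -24.5 points (8.42% against 32.9%). They had the E-box more often by 8.80 points (28.7% against 19.9%), the C/EBP motif by 6.76 points (9.71% against 2.95%) and the KLF motif by 3.72 points (6.87% against 3.15%). Each of these 95% bootstrap intervals excluded 0, so weakness of the lost peaks was not the whole cause. The lost peaks may therefore be a set of sites that closed, rather than a random sample of peaks near the threshold. Which factors bind them was not tested.

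Time of appearance went with location and motif content. Regions with a peak at 6 h alone were proximal in 38.3% of cases (36.5 to 40.2) and those with a peak at 72 h alone in 18.5% (17.6 to 19.6). Weighted to the same AUC, the difference was 19.1 points (17.1 to 21.4), so a difference in strength was not its whole cause. Of the distal regions absent from solvent and present at 6, 24 and 72 h, 42.6% had an AP-1 motif (41.8 to 43.5), against 20.7% of those present at 6 and 24 h and gone at 72 h (18.9 to 22.6). At the same AUC at 24 h the difference was -17.2 points (-19.7 to -14.6). It is a hypothesis from these values that gains gone by 72 h and gains present at 72 h are different kinds of site, the former with more promoters and the latter with more AP-1 sites. A difference in library quality between the 6 h list and the 72 h list was not tested as a source.

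No list had a peak in the first 2781479 bp of the X chromosome, the stretch over which its hg38 sequence is identical to that of the Y chromosome. At the mean density of the X chromosome, about 167 peaks over all lists would be expected there, and none of its 11 genes with a GC-rich promoter had a peak, against 64.1% of the 415 such genes elsewhere on X. The first peak started 23.4 kb beyond the end of identity. A candidate explanation is that reads with more than 1 placement were removed by the mapping-quality filter. The identical stretch at the other end of X, 340 kb long, had 0 peaks as well, where about 23.2 would be expected. This end carries less weight, since the last peak ended 88.3 kb before the stretch, which holds only 1 gene with a GC-rich promoter. If the filter is the cause, the absence of peaks in the identical stretches carries no information on chromatin. No biological explanation was tested.

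A stretch of 303 kb on chromosome 9 (21854973 to 22158389) that holds the GC-rich promoters of CDKN2A and CDKN2B had no peak in any list. It was looked at because of its known relevance to immortalised lines, not by a rule. The 1 Mb on either side held 24 peaks in solvent and 38, 44 and 38 at 6, 24 and 72 h. Of the windows of the same length with 2 such genes, 99.4% held a peak (99.2 to 99.5), but of the 161 peak-free stretches of any length with 2 or more genes with GC-rich promoters, 32 were as long or longer, this one included. A deletion in the cell line and closed chromatin cannot be told apart here, since peak lists do not show whether the DNA is present.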
